A study of Bos taurus with 10 samples. Its data were reported in "Escherichia coli infection induces distinct local and systemic transcriptome responses in the mammary gland" (2010).

How the data were processed

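Total RNA of bovine mammary tissue was hybridized, as biotin-labelled cRNA, to Affymetrix Bovine Genome Arrays, 1 array per animal. Groups and replicate numbers came from the sample titles. The authors' values are log2 expression values, made by the authors with RMA, which corrects the background, normalizes probe signals across arrays and summarises them per probe set; the version is not given in the sources used here. According to the methods some control samples combined tissue of several glands of a cow, and the infected 24 h samples and a set of controls formed 1 hybridization set. The controls were hybridized repeatedly, and the sources used here differ on which repeat was compared with infected tissue, so it is not certain that the healthy arrays belong to that set. The sample labels name the same labelling kit for all arrays. The order of handling within a set is not given in the sources used here. The methods also kept only probe sets with MAS5 present calls, which were not used here. The deposited log2 columns do not share 1 distribution, since the values spread wider on infected arrays, and no further normalization was applied in the main setting.

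The table held 24128 probe sets, of which 112 control probe sets were left out of testing. GEO's platform annotation gave 13292 of the 24016 tested probe sets 1 gene, 86 several genes and 10638 none, and 861 of the changed probe sets had no single gene name. Symbols were updated through Entrez identifiers to the RefSeq annotation of the assembly ARS-UCD2.0, in which 13263 of the single-gene probe sets were found. No coordinates were used. For 2913 genes with several probe sets, 1 was taken: not one with an identifier of a cross-hybridizing type if another existed, then the one with the highest mean signal. This left 9155 genes.

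Infected and healthy arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment), without a filter on signal. A probe set or gene was called changed, here written as rose or fell, at an adjusted p under 0.01 and a fold change above 2. As in the methods, infected replicate 5 and healthy replicate 3 were left out; that the replicate numbers in the titles are the animal numbers of the methods is an assumption. The 36 gene lists, of pathways, cell type markers and genes named by the study, were fixed before the data were examined, as were the comparisons, the alternatives and the rule for named genes. Lists were tested with camera at a preset correlation of 0.01 with adjustment over the lists at 0.05, with an estimated correlation and fry beside it. Single values per array were compared with exact two-sided permutation tests. P-values of limma and of the permutation tests measure the spread between the animals of each group. Those of camera at the preset correlation compare the genes of a list with the other genes under that assumed correlation. They do not measure the spread between animals directly.

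Genes were named by rule: the 12 highest and 12 lowest log2 fold changes among called genes with no overlap between groups, all genes of both lists chosen by the study, up to 4 members per other list with the largest absolute change, up to 2 with the highest mean signal where under 50% passed, and ACTB, GAPDH and SF3A1. Of the list members, the text names the first 2 by change and the first 1 by signal, a limit on length set after the data were seen. Other genes named in the closing part were chosen after their values were seen.

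On simulated data with the means and spreads of the 24016 probe sets, the fit recovered 78% of 50 probe sets changed by 1.5 log2 units, 92% at 2, 98% at 3 and 100% at 4, with 3 false calls. A simulated shift of 0.5 log2 units in 1 list over 9155 independent genes was called and none of the other lists was. Alternatives covered the arrays left out, each array in turn, a replicate block, filters on signal, normalization, the variance model, the thresholds, cross-hybridizing probe sets, the list test and the probe set per gene. Scaling to the hybridization controls (bioB, bioC and bioD, with cre apart), to the poly-A and to the cre controls, and quantile normalization for lists and named genes, were added after seeing the data.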

Results

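Mammary tissue of dairy cows was profiled 24 h after 1 gland of the udder had received 500 cfu of Escherichia coli 1303, a strain used to cause experimental mastitis, in 2 ml. Tissue of healthy cows without inoculation served as control. Each group held 5 arrays, and the comparison between groups used 4 infected and 4 healthy arrays. Infected replicate 5 and healthy replicate 3 were left out of that fit. The study left out the same animals, if its animal numbers are the replicate numbers of the titles. Array medians lay between 6.76 and 6.87 log2 units. The number of arrays limits the precision of every value below.

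Infected and healthy tissue separated completely on the first principal component, which held 66.2% of the variance over 24016 probe sets. Infected arrays lay between 37.4 and 76.4 on it and healthy arrays between -59.6 and -47.7 (exact two-sided permutation test over all 10 arrays, p = 0.00794, the smallest p that 5 against 5 can give). On this component the arrays left out of the fit fell inside or next to their own group, infected replicate 5 at 37.4 and healthy replicate 3 at -59.6. Infected replicate 1 stood apart on the second component, at 55.9, against values from -30.1 to -13.7 for the other infected arrays. Infected replicate 5 was the lowest of these and stood apart on the third, at 42.0, against -19.1 to 8.29 for the other infected arrays.

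**Figure D1:**
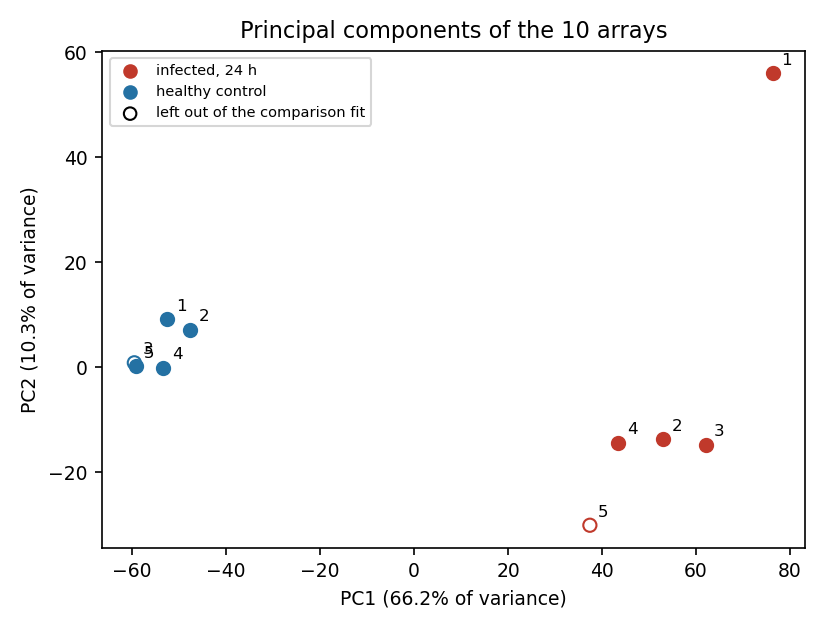
First and second principal component of each array, with the share of variance on each axis; numbers are replicates and open circles are the arrays left out of the comparison fit. All 5 infected arrays lie at 37.4 or above on the first component and all 5 healthy arrays at -47.7 or below.

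With 1 probe set per gene, the strongest increases in infected tissue were those of HP, the acute phase protein haptoglobin, and S100A8, a calcium-binding protein abundant in neutrophils, while a probe set of S100A9 not chosen by that rule read 7.91. HP rose from 5.34 ± 0.28 (SD, n = 4) in healthy to 12.89 ± 1.16 (SD, n = 4) log2 units in infected tissue, a 187-fold difference (limma, adjusted p = 2.34e-06). S100A8 rose 151-fold, from 6.33 ± 0.27 to 13.58 ± 0.35 (SD, n = 4 each, limma adjusted p = 1.85e-08). ALOX15, a lipoxygenase, fell from 11.34 ± 0.40 to 6.60 ± 0.50 (SD, n = 4 each, limma adjusted p = 1.45e-06). LPL, lipoprotein lipase, fell from 13.32 ± 0.13 to 8.91 ± 1.20 (SD, n = 4 each, limma adjusted p = 6.72e-05).

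Among the 12 genes with the highest log2 fold change stood the neutrophil-attracting chemokines CXCL2 (7.11 ± 0.43, SE) and CXCL8 (6.89 ± 0.40) and the chemokine receptor CXCR1 (6.28 ± 0.23). The others were S100A12 (6.67 ± 0.30), the amino acid transporter SLC6A14 (6.21 ± 0.28), complement factor CFB (6.00 ± 0.21), the transglutaminase TGM3 (5.83 ± 0.34), serum amyloid SAA3 (5.61 ± 0.34), serine dehydratase SDS (5.61 ± 0.20) and the defensin DEFB4A (5.58 ± 0.49). SAA3 averaged 14.58 in infected tissue, within 0.5 log2 units of the highest value on any array, 14.99, so its difference and rank are uncertain. The 12 lowest values, after ALOX15 (-4.74 ± 0.26) and LPL (-4.41 ± 0.47), included TECTB (-4.63 ± 0.38), MYBPC1 (a 16.0-fold decrease, SE 0.41 on the log2 scale), the prostaglandin-degrading enzyme HPGD (-3.63 ± 0.62) and SLC25A21 (-3.52 ± 0.31). They also held PHYHIPL (-3.36 ± 0.80), the chemokine CCL26 (-3.08 ± 0.41), PTHLH (-2.99 ± 0.24), CCDC184 (-2.98 ± 0.37), PIK3C2G (-2.94 ± 0.29) and SHISAL2B (-2.90 ± 0.75). The healthy means of CXCL2 (4.21), CXCL8 (3.95), CXCR1 (4.75), SLC6A14 (4.48) and TGM3 (3.69) and the infected means of PIK3C2G (2.98) and SHISAL2B (4.59) lay in the signal range of the 916 dimmest genes, which ends at 4.93. So did the healthy means of IL1R2 (4.23), IL6 (4.38), SOCS3 (4.34) and NFE2 (4.43) and the infected means of IGLL1 (4.68), ALAS2 (3.83) and HBB (4.63), named with their lists. No present call was used, so these levels were not shown to lie above background, and the size and order of these differences are uncertain. PHYHIPL lost its call without infected replicate 1, 2 or 3 or healthy replicate 1, 2 or 4 (limma adjusted p from 0.0103 to 0.0198), and SHISAL2B without any single array except infected replicate 4 (0.0152 to 0.0268) and after quantile normalization, which was chosen after seeing the data (0.0123). Other probe sets of MYBPC1, both dimmer, read -1.73 and 0.071 and another of PIK3C2G read -1.12, so their folds and ranks hold only for the probe set used. Near-identical members of the defensin and S100 families cannot be held apart with certainty by their probe sets.

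**Figure D2:**
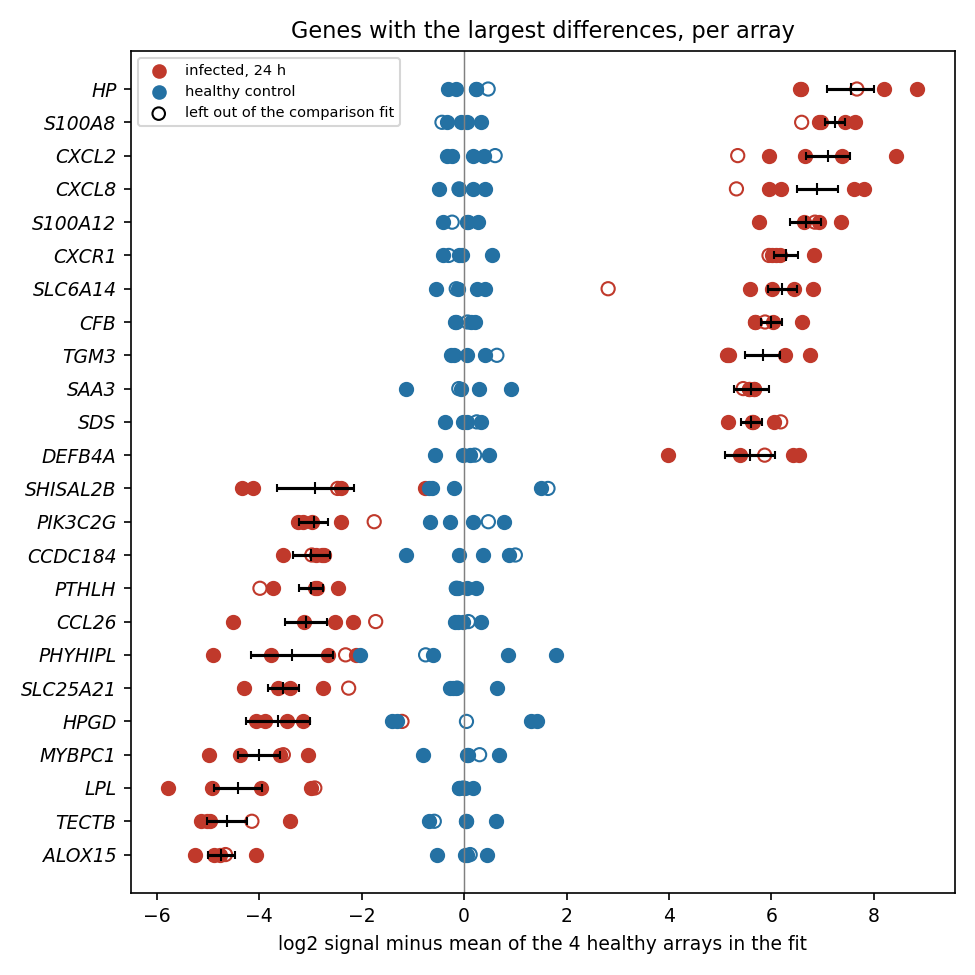
Log2 signal of each array relative to the mean of the 4 healthy arrays in the fit, for the 12 genes with the highest and the 12 with the lowest log2 fold change; bars are the fitted difference ± SE. For HP the fitted difference is 7.54 and for ALOX15 it is -4.74.

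In all, 2325 of 24016 probe sets differed between infected and healthy tissue by more than 2-fold at an adjusted p under 0.01 (limma), 1519 of them higher and 806 lower. With 1 probe set per gene, 1086 of 9155 genes passed, 784 higher and 302 lower, and 67 rose and 8 fell over 8-fold. Over all genes, 48.3% had no overlap between the groups, which chance gives for 2.86%. The balance of directions depended on the threshold and the scaling: without a fold threshold 3342 probe sets were higher and 3824 lower, and scaling to the bioB, bioC and bioD hybridization controls, chosen after seeing the data, gave 9418 higher and 106 lower. That scaling raised the median of all probe sets from -0.10 to 0.82 log2 units and that of all genes from 0.067 to 0.99, while scaling to the cre controls, also chosen after seeing the data, gave 1957 higher and 533 lower. Scaling to the hybridization controls adds the same amount to the fold change of every gene, so list medians turned positive by that shift alone. At the preset correlation 11 lists were called lower under it, with medians below that of all genes. Among them were milk fat synthesis (0.19, camera adjusted p = 3.03e-16) and T and NK cells (0.51, camera adjusted p = 0.00130). Camera compares a list with the other genes, so a shift common to all genes is only a weak test of these calls. The scaling did move the number of calls: 9 lists were called higher, against 13 in the main setting, and 11 lower, against 7. With an estimated correlation neither list was called in the main setting (camera adjusted p = 0.308 and 0.390).

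Groups of genes known from inflammation rose in part. Of 14 acute phase genes 6 rose and none fell (median 0.41, camera adjusted p = 0.125), among them LBP (4.29 ± 0.36, SE), which binds lipopolysaccharide, PTX3 (4.17 ± 0.42), ceruloplasmin CP (3.23 ± 0.48) and SERPINA1 (2.98 ± 0.33). Of 19 antimicrobial genes 8 rose and 1 fell (median 0.28, camera adjusted p = 0.0957), with LAP at 4.43 ± 0.50, GNLY at 1.85 ± 0.39 and LTF, lactoferrin, at 1.01 ± 0.24. LTF lost its call without any single array except healthy replicate 2 (limma adjusted p from 0.0117 to 0.0218), and GNLY without healthy replicate 5 (0.0124), while another LTF probe set read 2.93. After quantile normalization LTF read 0.87 and was not called. Of 12 CXC chemokines 6 rose, led by CXCL2 and CXCL8 (median 1.10, camera adjusted p = 0.00674, adjusted p = 0.371 with an estimated correlation). CXCL14 read 0.44 ± 0.18 and did not pass. Of 14 CC chemokines 4 rose and 1 fell (median 0.24, camera adjusted p = 0.634): CCL19 rose by 3.85 ± 0.38 and CCL2 by 3.58 ± 0.50, CCL26 fell, and CCL28 read 0.20 ± 0.22. CCL3 did not pass on the probe set used (0.74), and its others read 4.27 (limma adjusted p = 1.34e-05) and -0.066.

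Cytokines and their receptors followed, with 14 of 29 genes rising and none falling (median 1.16, camera adjusted p = 0.0113, adjusted p = 0.371 with an estimated correlation). The interleukin 1 decoy receptor IL1R2 (5.12 ± 0.29, SE) and the receptor antagonist IL1RN (5.04 ± 0.41) rose, as did IL6 (3.71 ± 0.55), IL13RA1 (1.92 ± 0.18) and IL1B (1.89 ± 0.32). Of 23 genes of Toll-like receptor and NF-kappaB signalling 9 rose (median 0.81, camera adjusted p = 0.000389, adjusted p = 0.371 with an estimated correlation). TLR2 rose by 2.59 ± 0.24, NFKB2 by 2.54 ± 0.22 and TLR4 by 1.15 ± 0.18 (0.92, not called, after quantile normalization), whereas the lipopolysaccharide receptor CD14, at 0.84 ± 0.21, stayed below the fold threshold on the probe set used and passed on another (1.34, limma adjusted p = 0.000563). Of 26 complement genes 6 rose (median 0.39, camera adjusted p = 0.152), CFB foremost, then the inhibitory CD55 (4.10 ± 0.29), C4BPA (3.56 ± 0.45) and CFI (2.28 ± 0.23), and C6 (1.63 ± 0.38, with a dim probe set at -0.31). C6 lost its call without infected replicate 2, 3 or 4 or healthy replicate 4 or 5 (limma adjusted p from 0.0113 to 0.0191) and after quantile normalization (0.0117). C3, the central complement protein, read 0.84 ± 0.32 and did not pass, but passed without healthy replicate 2 (1.18, limma adjusted p = 0.00258).

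Interferon-stimulated genes rose in 13 of 23 cases (median 1.04, camera adjusted p = 7.43e-05, adjusted p = 0.310 with an estimated correlation), with ISG15 at 2.69 ± 0.50 (SE) and XAF1 at 2.23 ± 0.19. Antigen processing and presentation had 11 of 28 genes higher (median 0.58, camera adjusted p = 0.0212, adjusted p = 0.390 with an estimated correlation), with the cathepsin CTSH at 2.05 ± 0.20 and the immunoproteasome subunit PSMB10 at 1.93 ± 0.26, while B2M read 0.40 ± 0.12. Of 28 genes for metallothioneins and oxidative stress 11 rose and 2 fell (median 0.73, camera adjusted p = 0.000521, adjusted p = 0.362 with an estimated correlation). The metal-binding MT2A (4.57 ± 0.14) and MT1A (4.06 ± 0.26) led, before superoxide dismutase SOD2 (2.63 ± 0.12) and GPX3 (2.32 ± 0.20). Apoptosis genes rose in 9 of 23 cases (median 0.71, camera adjusted p = 0.000258, adjusted p = 0.310 with an estimated correlation). BCL2A1 (3.37 ± 0.25), CFLAR (1.92 ± 0.28) and MCL1 (1.24 ± 0.19) are known to inhibit cell death, and CASP4 (2.58 ± 0.15) and TNFRSF1A (1.19 ± 0.13) to promote it. Only 3 of 27 proteasome genes passed, PSMA1 (1.30 ± 0.15) and PSMC6 (1.12 ± 0.13) among them, with PSMA6 at 0.63 ± 0.15, and another probe set of PSMC6 at 0.051 (median 0.61, camera adjusted p = 7.03e-05, adjusted p = 0.371 with an estimated correlation). After quantile normalization MCL1 (0.97), TNFRSF1A (0.89) and PSMC6 (0.90) stayed below the fold threshold.

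Leukocyte adhesion genes rose in 8 of 16 cases, CD44 by 2.67 ± 0.18 (SE) and the integrin ITGB2 by 2.25 ± 0.18 (median 1.05, camera adjusted p = 0.00674, adjusted p = 0.371 with an estimated correlation). ITGB2, IL1R2 and BCL2A1 are also made by leukocytes. Of 11 neutrophil markers 7 rose too (median 3.23, camera adjusted p = 0.371 with an estimated correlation). Changes within cells and in cell numbers were thus not held apart in the lists above. Of 22 immediate-early and heat-shock genes 7 rose, among them EGR1, of which another probe set read -0.83 (median 0.51, camera adjusted p = 0.0113, adjusted p = 0.390 with an estimated correlation): FOS read 2.84 ± 0.35, JUNB 2.57 ± 0.21 and the chaperone HSP90AA1, which did not pass, 0.44 ± 0.24. Matrix proteases and inhibitors rose in 8 of 19 cases (median 0.59, camera adjusted p = 0.0957), with MMP19 at 2.92 ± 0.29 and TIMP1 at 2.90 ± 0.37, and TIMP2 at 0.18 ± 0.22 (other probe sets -0.64 and -0.59). Extracellular matrix genes went both ways, 2 higher and 3 lower of 26 (median -0.39, camera adjusted p = 0.0393, adjusted p = 0.624 with an estimated correlation). TNC (3.51 ± 0.37) and VCAN (2.96 ± 0.27) rose, and the collagen COL3A1 read -0.57 ± 0.22. That call of the list ended without infected replicate 2, infected replicate 4, healthy replicate 2 or healthy replicate 4. In that order the camera adjusted p was 0.112, 0.137, 0.104 and 0.0538, and the list median -0.32, -0.26, -0.24 and -0.35. The call also ended over all 10 arrays (camera adjusted p = 0.168). Weaker probe sets of MMP19 and TNC read -0.45 and -0.44. Cell cycle genes rose in 3 of 25 cases (median 0.21, camera adjusted p = 0.217), MCM6 by 1.72 ± 0.17 and MCM4 by 1.14 ± 0.20, with PCNA at 0.68 ± 0.13. Without infected replicate 1 MCM4 lost its call, at 0.98. None of 32 genes of oxidative phosphorylation passed (median -0.025, camera adjusted p = 0.976), with NDUFV2 at 0.75 ± 0.17, NDUFA5 at 0.71 ± 0.12 (other probe sets -0.45 and -0.41) and ATP5F1A at 0.41 ± 0.13 (a dim probe set -0.36). The mean of the list, 0.014, had the other sign, and infected replicate 1, at -0.43 against 0.14 to 0.18 on infected replicates 2 to 4, carried the direction: without it the median was 0.17.

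Genes of milk fat synthesis were lower in infected tissue in 16 of 38 cases and higher in 3 (median -0.74, camera adjusted p = 1.01e-05, adjusted p = 0.308 with an estimated correlation). Beside LPL, the acyltransferase GPAM fell by 2.54 on the log2 scale (SE 0.31) and ACSS2, an acetyl-CoA synthetase, by 1.10 (SE 0.20), while THRSP read -0.87 ± 0.46. Without infected replicate 3 ACSS2 lost its call, at -0.91. Of 11 neutrophil markers 7 rose (median 3.23), and of 9 adipocyte markers 4 fell and 1 rose (median -0.66). With an estimated correlation neither marker list was called (camera adjusted p = 0.371 and 0.310). Changes within cells and in cell numbers were thus not held apart in the milk fat synthesis list. Luminal epithelium markers did not read lower as a list: 1 of 14 rose and none fell (median 0.23, camera adjusted p = 0.317). Of 11 milk protein genes 3 fell, MUC15 (-2.08 ± 0.16) and PIGR (-1.58 ± 0.27) among them (median -0.092, camera adjusted p = 0.0253, adjusted p = 0.390 with an estimated correlation). PAEP, beta-lactoglobulin, read 0.078 ± 0.10 at a mean of 14.92 log2 units in infected tissue, close to the highest value on any array, 14.99. Cholesterol synthesis had 2 genes higher and 1 lower of 16 (median -0.45, camera adjusted p = 0.165), PMVK at 1.65 ± 0.18, TM7SF2 at -1.34 ± 0.21 and MSMO1 at -0.50 ± 0.18. For lactose synthesis and membrane transport, 2 of 19 rose and 4 fell (median -0.29, camera adjusted p = 0.0957): the glucose transporter SLC2A3 rose by 2.69 ± 0.19, the phosphate transporter SLC34A2 (-2.79 ± 0.21) and the water channel AQP3 (-1.73 ± 0.30) fell, and B4GALT1 read -0.68 ± 0.13. Lactation hormone signalling had 3 genes higher and 1 lower of 16 (median -0.18, mean 0.16, camera adjusted p = 0.521), with SOCS3 at 4.16 ± 0.31, IGFBP5 at -1.40 ± 0.22 and ELF5 at -0.96 ± 0.22. ELF5 passed without infected replicate 2 (-1.05) or infected replicate 4 (-1.14) and after quantile normalization (-1.17).

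Cell type markers moved apart. Neutrophil markers rose in 7 of 11 cases, CXCR1 and NFE2 (4.44 ± 0.23, SE) among them (median 3.23, camera adjusted p = 0.00272, adjusted p = 0.371 with an estimated correlation). Of 11 macrophage and monocyte markers CD68 rose by 3.32 ± 0.26 and MSR1 fell, at -2.34 ± 0.38, on 1 of 3 probe sets (the others read -0.23 and -0.53), and the other 9 did not pass, CD14 only on the probe set used (median 0.16, and -0.055 after quantile normalization, camera adjusted p = 0.523). The T and NK cell markers had a median of -0.42 (camera adjusted p = 0.00236, adjusted p = 0.390 with an estimated correlation), but 1 of 20 fell, ZAP70 (-1.17 ± 0.23), with CD163L1 at -0.98 ± 0.23. ZAP70 lost its call without healthy replicate 1 (-0.95), and CD163L1 passed without infected replicate 3 (-1.07) or healthy replicate 1 (-1.07). None of 10 B and plasma cell markers passed (median -0.39, camera adjusted p = 0.0606), with CD79A at -0.88 ± 0.18, IGLL1 at -0.80 ± 0.20 and IGHM at -0.34 ± 0.31. At the preset correlation this list was called without infected replicate 2 or healthy replicate 5 (camera adjusted p = 0.0206 and 0.0324). With an estimated correlation it was not called in the main fit (camera adjusted p = 0.371). CD79A passed without infected replicate 2. None of 6 red blood cell markers passed either, with ALAS2 at -0.84 ± 0.12, HBB at -0.78 ± 0.17 and HBG at -0.78 ± 0.14 (median -0.67, camera adjusted p = 0.00345, adjusted p = 0.371 with an estimated correlation).

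Among structural cells, luminal epithelium markers rose in 1 of 14 cases, ELF3 at 1.05 ± 0.22 (SE), with SPINT1 at 0.94 ± 0.13 and SPINT2 at 0.17 ± 0.13 (median 0.23, camera adjusted p = 0.317). ELF3 lost its call without infected replicate 1, at 0.90, without infected replicate 3 or healthy replicate 1 or 2 (limma adjusted p from 0.0104 to 0.0122) and after quantile normalization (0.84), and SPINT1 passed without infected replicate 3. Myoepithelium and smooth muscle markers fell in 2 of 12 cases, the oxytocin receptor OXTR (-2.37 ± 0.21) and CNN1 (-1.57 ± 0.19), with MYLK at -0.49 ± 0.17 (median -0.45, camera adjusted p = 0.0212, adjusted p = 0.390 with an estimated correlation). This call ended over all 10 arrays (camera adjusted p = 0.168), and the list mean of infected replicate 5, 0.43 relative to healthy tissue, lay above all healthy arrays (up to 0.34). None of 14 endothelium markers passed (median -0.13, camera adjusted p = 0.265), with PECAM1 at 0.64 ± 0.30 and FLT1 at -0.54 ± 0.16. Of 9 adipocyte markers 4 fell, CIDEA (-2.73 ± 0.39) the most, and RETN, which neutrophils and macrophages also make, rose by 3.91 ± 0.58 (median -0.66, camera adjusted p = 0.00421, adjusted p = 0.310 with an estimated correlation). Fibroblast markers rose in 2 and fell in 2 of 12 cases, PDPN at 2.77 ± 0.25 and FAP at -2.44 ± 0.35 (median -0.39, camera adjusted p = 0.106). PDGFRA was higher at 1.86 on the probe set used and lower, at -0.70 and -0.33, on its others. At the preset correlation the fibroblast list was called without infected replicate 3 (camera adjusted p = 0.0478). With an estimated correlation it was not called in the main fit (camera adjusted p = 0.593).

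**Figure D3:**
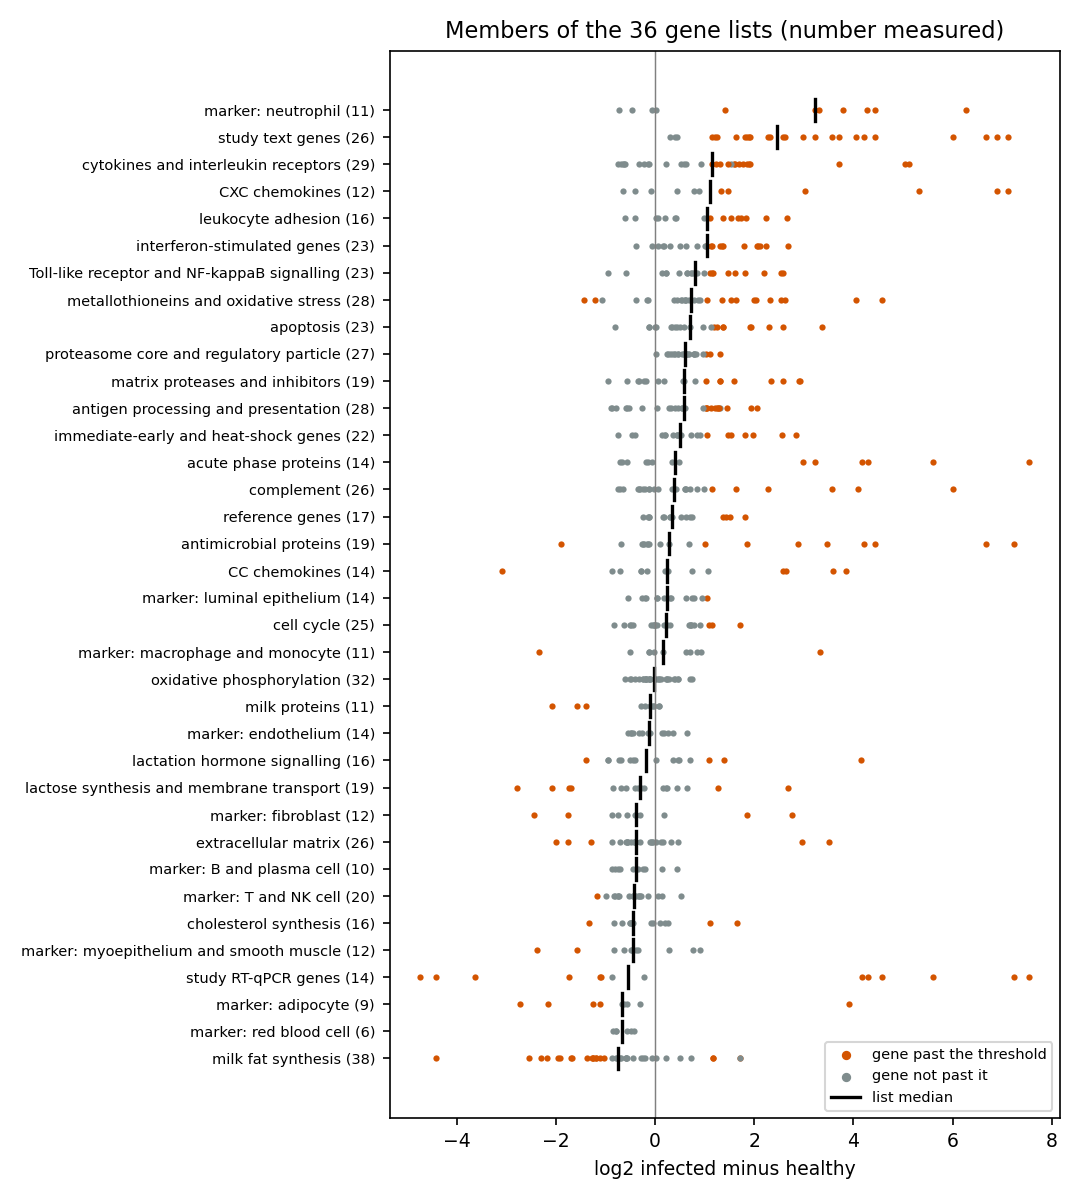
Log2 fold change, infected minus healthy, of each measured member of the 36 lists, with the list median as a bar and the number measured in brackets. Neutrophil markers have the highest median, 3.23, and milk fat synthesis the lowest, -0.74.

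The genes the study had measured by RT-qPCR and those its text discusses were chosen by the study on these samples, so their direction is not independent evidence. Of the 14 RT-qPCR genes 6 rose and 6 fell, ADHFE1 (-1.08 ± 0.16, SE) among the latter, and PIR read -0.22 ± 0.28, while another PIR probe set rose by 1.11 (limma adjusted p = 0.000299). The list had a camera adjusted p of 0.849. Without infected replicate 1 ADHFE1 lost its call, at -0.98. Their median, -0.54, and the direction of the camera test had opposite signs. Of 26 text genes 23 rose (median 2.46, camera adjusted p = 2.68e-11, adjusted p = 0.296 with an estimated correlation), including S100A9 (4.22 ± 0.25), the transcription factor NFIL3 (1.82 ± 0.21) and FGF2 (1.21 ± 0.28). FGF2 lost its call without any single array except infected replicate 2 (limma adjusted p from 0.0101 to 0.0180). ATF5 (0.40 ± 0.33) and CYP2B6 (0.31 ± 0.64) did not pass. The study reported the increase of CYP2B6 for uninfected neighbouring glands only, which are not among these samples. It named ATF5 and CXCL14 when describing the response of those glands. For PIR and THRSP its arrays gave a significant change in those glands and none in infected ones.

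Over all 36 lists, camera with a preset correlation of 0.01 called 13 higher and 7 lower, and with an estimated correlation it called 0 of 36 (smallest adjusted p = 0.296, with 5 lists at an unadjusted p under 0.05), while fry called 28. Regrouping the same 8 arrays gave up to 19 called lists. Some regroupings keep most infected arrays together and so part of the infection contrast, so that number does not measure chance alone. As the list calls rested on the preset correlation, the counts of genes carry the description. Adjusted over the list alone, the counts were the same except for 10 genes higher in apoptosis and 4 higher in milk fat synthesis.

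Of 17 reference genes, often used for normalization, 4 rose (median 0.33, at percentile 79.5 of 10000 random lists matched on mean signal, camera adjusted p = 0.00853, adjusted p = 0.371 with an estimated correlation), the tubulin TUBB by 1.81 ± 0.17 (SE) and GAPDH by 1.52 ± 0.13, from 11.57 ± 0.18 to 13.10 ± 0.13 (SD, n = 4 each). ACTB read 0.52 ± 0.12, SF3A1 0.31 ± 0.11 and EEF1A1 0.31 ± 0.12, and none of these passed.

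Most control transcripts added during preparation read lower on the infected arrays. The bioB, bioC and bioD hybridization controls averaged 9.61 ± 0.11 log2 units on infected and 10.57 ± 0.16 on healthy arrays (SD, n = 5 each, exact two-sided permutation p = 0.00794, adjusted p = 0.0106 over 8 array measures). The cre controls, added with them, averaged 13.56 ± 0.17 and 13.75 ± 0.065, a difference of -0.19 that did not pass (SD, n = 5 each, exact permutation p = 0.0556, adjusted p = 0.0556). Of 14 bioB, bioC and bioD probe sets 14 were lower on all infected than on all healthy arrays, of 24 poly-A probe sets 21, and of 4 cre probe sets 0. The poly-A controls averaged 7.88 ± 0.14 and 8.81 ± 0.20 (SD, n = 5 each, exact permutation p = 0.00794, adjusted p = 0.0106). The spread of values within an array was wider in the infected group, 2.43 ± 0.045 against 2.24 ± 0.037 log2 units (SD, n = 5 each, exact permutation p = 0.00794, adjusted p = 0.0106). The 3' minus 5' signal, a sign of RNA integrity and labelling, went opposite ways for both transcripts. For GAPDH it was 0.29 ± 0.067 in infected and 0.72 ± 0.19 in healthy tissue (SD, n = 5 each, exact permutation p = 0.00794, adjusted p = 0.0106). For actin it was 1.39 ± 0.45 and 0.83 ± 0.24 (SD, n = 5 each, exact permutation p = 0.0397, adjusted p = 0.0454), and over the 8 arrays of the fit the difference, 0.45, did not pass (exact permutation p = 0.143).

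**Figure D4:**
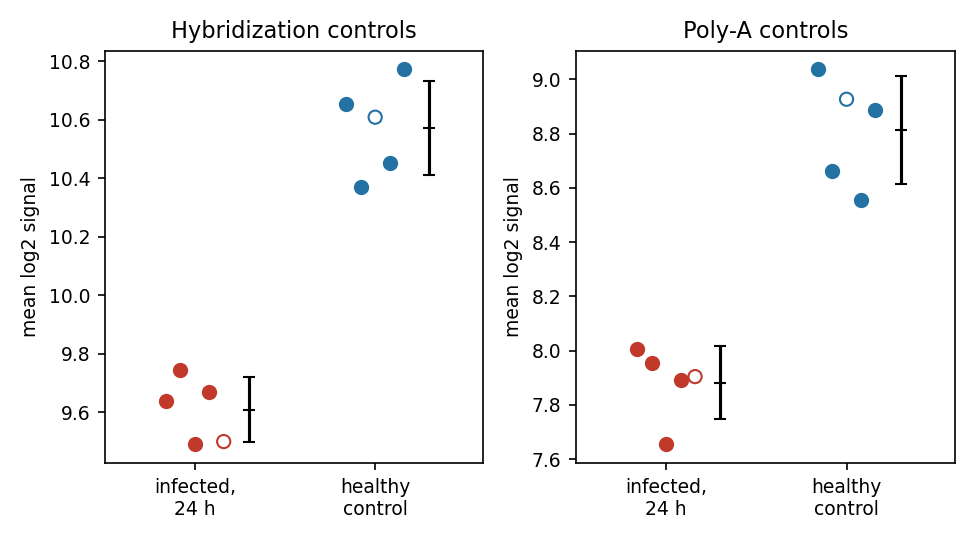
Mean log2 signal of the bioB, bioC and bioD hybridization and the poly-A control probe sets on each array, with the group mean ± SD beside the points (n = 5 each); open circles are arrays left out of the comparison fit, and the vertical axes do not start at 0. The infected arrays lie between 9.49 and 9.74 for the hybridization controls and the healthy arrays between 10.37 and 10.77.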

Values the study reported

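The study reported 2154 differentially expressed probe sets in infected tissue 24 h after inoculation, at a false discovery rate of 0.01. By Affymetrix array it gave fold changes of 207 for HP, 165 for S100A8, 51.6 for SAA3, 26.0 for MT2A, 19.3 for LBP and 19.0 for PTX3. Decreases were given as -26.2 for ALOX15, -23.6 for LPL, -12.3 for HPGD and -3.3 for AQP3. NFIL3 was described as 3.5-fold up-regulated.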

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

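The tests of control transcripts, and for infected replicate 5 those of RNA quality and of stromal lists, were chosen after the results were seen. Regrouping the arrays, the matched random lists and the count of genes out of range were set before.

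Chance can be excluded for the changed probe sets: 1 of the 35 splits of the 8 arrays, the real one, gave as many as 2325, and the highest other split gave 1. For the gene lists, the real split gave 20 called lists, 1 of 35 splits gave as many, and the highest other split gave 19, with a median of 10 over the 34 other splits. The margin was thus only 1 list. Some of the other splits keep most infected arrays together, however, and so part of the infection contrast. They do not measure chance alone. With an estimated correlation 0 lists were called. Regrouping therefore cannot decide whether chance accounts for the number of lists.

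Control transcripts gave a signal outside the main measurement. The bioB, bioC and bioD hybridization controls differed by -0.96 log2 units between infected and healthy arrays, which argues against RNA labelling as the whole cause for these, because they are added after it, whereas the cre controls, also added after it, differed by -0.19 with overlapping groups. Fewer abundant milk transcripts in infected tissue stay open, since 3 of 6 casein and whey protein genes lie within 0.5 log2 units of the top of the scale and their median change of -0.065 decides nothing. Order or handling within the hybridization set cannot be told apart from infection either, as the gap of 0.63 log2 units between the lowest healthy and the highest infected array cannot be set against an order that is not known, and the sources used here leave open whether both groups shared a set. A larger total of other transcripts in infected tissue, a biological explanation, remains open and untested, and under it many of the decreases described above could be smaller. The study's RT-qPCR, on the same RNA samples and relative to SF3A1, did not give smaller decreases for the genes it covered. For LPL, ALOX15, HPGD, AQP3, ACSS2 and ADHFE1 its decreases were larger than those of the study's arrays. Its increases were larger as well.

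Markers of lymphocytes and red blood cells read lower in the fit, and dim genes as a whole read lower on infected arrays, at a median of -0.37 in the 916 dimmest genes against 0.19 in the 916 brightest. The medians of the B and plasma cell list and of the red blood cell list lay at percentiles 19.3 and 3.39 of 10000 random lists matched on mean signal, so that the wider signal distribution of the infected arrays may account for both. The T and NK cell median lay at percentile 1.67, and its median of -0.42 lay below the lower bound of the matched lists, -0.39. The matched lists were drawn at random, whereas the estimated correlation among the T and NK cell markers was 0.44. That bound may thus be too narrow, and the wider signal distribution was not excluded for this list. Its mean relative to healthy tissue was lowest on infected replicate 1, at -0.82, against -0.44 to -0.21 on infected replicates 2 to 4. Fewer of these cells per tissue amount is a hypothesis for the T and NK cell list that was not tested, and infected replicate 5, outside the fit, did not show the lowering: its list mean of 0.12 relative to healthy tissue lay in the range of the healthy arrays, -0.10 to 0.13, and that of B and plasma cells, 0.47, above all of them.

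Infected replicate 5, not used in the comparison between groups, had the same sign for 97.7% of the 1086 called genes against the healthy arrays that chose them, with a slope of 0.81, the lowest of the 5 infected arrays, and against healthy replicate 3, which the fit did not use either, for 96.7% of them (a test chosen after the first value was seen). Its GAPDH 3' minus 5' signal of 0.30 lay inside the range of the other infected arrays, 0.20 to 0.36. Its actin 3' minus 5' signal of 1.80 also lay inside their range, 0.82 to 1.88. Neither measure set this array apart, but a range of 4 arrays cannot exclude RNA quality as the cause. A mixture with RNA of uninfected tissue cannot be told apart. On this array 39 genes lay over 1 log2 unit outside the range of all other arrays. That is above the median of 16.5 for the other 4 infected arrays, which by the bound set beforehand would exclude a mixture. After the values were seen that bound was judged too weak, since the other infected arrays ranged from 5 to 129. The 129 fell on infected replicate 1, which was kept in the fit and for which a mixture was not tested. More stroma, macrophages and lymphocytes in the sampled tissue of infected replicate 5 cannot be told apart either. Infected replicate 5 was the highest of 5 infected arrays for 7 of 8 such lists, some of which share genes, but not for adipocyte markers. It was also the highest for 4 of 28 other lists, neutrophil, red blood cell, complement and antigen presentation. IL6, chosen after its value was seen, read 4.88 on this array against 8.09 ± 1.40 (SD, n = 4). That level lies in the signal range of the 916 dimmest genes. Whether more of such tissue could lower IL6 was not tested. A different course of the infection in this animal remains open and untested.

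Single arrays far from the others of their group were found in 23 of 350 groups tested, where chance gives about 1 in 20 groups, or 17.5; 8 of the 23 fell on infected replicate 1. The numbers that follow are the gap to the nearest array as a share of the group's range. On infected replicate 1 these were the mean of the oxidative phosphorylation list (0.899, low), IL13RA1 (0.856, high), PSMB10 (0.833, low), the reference gene mean (0.818, low), FLT1 (0.806, high), EEF1A1 (0.776, high), ATP5F1A (0.738, high) and the adipocyte marker mean (0.732, low). Infected replicate 5 was high for the mean of the myoepithelium and smooth muscle markers (0.860), CNN1 (0.806), CXCL14 (0.785) and the complement mean (0.721). Infected replicate 3 was high for CXCR1 (0.750) and low for the milk protein mean (0.796).

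In the healthy group, replicate 1 was high for SLC25A21 (0.850) and IGLL1 (0.770) and low for CXCL14 (0.849). Replicate 2 was high for IL13RA1 (0.848) and SF3A1 (0.721) and low for CD79A (0.745). Replicate 3 was high for SERPINA1 (0.751) and low for TNFRSF1A (0.723), and replicate 4 was low for NFKB2 (0.753).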

How the results depend on the processing

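The control scalings, and quantile normalization for lists and named genes, were chosen after seeing the data. Leaving out each array gave 2086 to 2609 changed probe sets, 1369 to 1677 higher and 717 to 932 lower, 19 to 21 called lists, 13 higher and 6 to 8 lower. The replicate numbers do not pair animals (correlations of deviations from -0.13 to 0.13). A replicate block gave 1897 probe sets over the 8 arrays and 2160 over all 10 arrays, and 21 lists. Over all 10 arrays 2178 probe sets and 18 lists were called. There the extracellular matrix and the myoepithelium lists, ADHFE1, LTF and PSMC6 lost their call and CD163L1 gained it.

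Thresholds moved the count by construction: treat called 337 (263 higher, 74 lower) and no fold threshold 7166 (3342 and 3824, so that more were lower). Above the median signal, where fewer probe sets were tested, 480 fell. Hybridization control scaling gave 9524 (9418 higher, 106 lower) and poly-A scaling 9281 (9166 and 115), by shifting the median to 0.82 and 0.80; cre scaling, with a median of 0.024, gave 2490 (1957 higher, 533 lower). An estimated correlation left 0 lists, 0 higher and 0 lower; fry called 20 higher; hybridization control scaling called 11 lower. The actin 3' minus 5' difference was 0.45 over 8 arrays. For the last 3 the cause was not tested.

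Signs turned, with the cause not tested, over all 10 arrays for the medians of cell cycle (-0.046) and oxidative phosphorylation (0.039). Leaving out each array gave -0.11 to 0.17 for oxidative phosphorylation (turned without infected replicate 1), -0.48 to 0.69 for CYP2B6 (infected replicate 4) and -0.43 to 0.078 for PIR (healthy replicate 1). The filter at the 25th percentile turned lactation hormone signalling (0.19). Quantile normalization called 25 lists, 18 of them higher, ended the calls of SHISAL2B, TLR4, C6, MCL1, LTF, TNFRSF1A, PSMC6 and ELF3, added that of ELF5, and turned the macrophage list (-0.055), CCL28 (-0.046), TIMP2 (-0.098) and SPINT2 (-0.065), and the mean of all probe sets PIR (0.24), TIMP2 (-0.35) and NDUFA5 (-0.051).

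Hybridization control scaling, by its shift, turned the medians of milk proteins (0.84), milk fat (0.19), cholesterol (0.48), lactose (0.63), lactation hormones (0.75), extracellular matrix (0.54), oxidative phosphorylation (0.90), T and NK (0.51), B and plasma (0.54), myoepithelium (0.47), endothelium (0.80), adipocyte (0.27), fibroblast (0.54), red blood cell (0.26) and RT-qPCR genes (0.39). It also turned PIR (0.71), THRSP (0.060), MSMO1 (0.43), B4GALT1 (0.25), COL3A1 (0.36), CD79A (0.052), IGLL1 (0.13), IGHM (0.59), MYLK (0.43), FLT1 (0.38), ALAS2 (0.084), HBB (0.14) and HBG (0.15). Of the 134 genes followed here 98 were called, and 0 of these changed sign in the alternatives run for named genes. The block ended 16 of their calls, hybridization control scaling 9, the mean of all probe sets 3 and centring on the median 1. Hybridization control scaling also gave a call to 20 of these genes that had none. Genes named beyond the 134, such as EGR1, PDGFRA and LDHA, were not followed.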

Other observations

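The groups in this part were formed after the data were seen. Glycolysis genes were higher in infected tissue in 7 of 17 cases and lower in 1 (median 0.93, camera adjusted p = 0.0120, adjusted p = 0.773 with an estimated correlation). LDHA, lactate dehydrogenase, rose by 2.81 ± 0.19 (SE), PGK1 by 1.42 ± 0.14, ENO1 by 1.34 ± 0.16, HK1 by 1.26 ± 0.16 and PKM by 1.07 ± 0.18, HK3 rose too, and ALDOC fell 2.01-fold. The reference genes GAPDH and PGK1 belong to this group. Of 11 neutrophil markers 7 rose too (median 3.23, camera adjusted p = 0.371 with an estimated correlation). Changes within cells and in cell numbers were thus not held apart in the glycolysis group.

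Genes were also grouped by the letters their symbols share, with at least 8 members. Together with glycolysis, 11 of 126 groups were called by camera and none with an estimated correlation. Genes with symbols in EIF, most of them translation initiation factors but also EIF2AK kinases and EIF4EBP1, rose in 5 of 40 cases (median 0.45, camera adjusted p = 0.00318, adjusted p = 0.429 with an estimated correlation). Collagens, with symbols in COL, had a median of -0.50 and 1 of 23 fell, COL10A1 (camera adjusted p = 0.00318, adjusted p = 0.773 with an estimated correlation). This is not particular to collagens. The groups PAG (median -0.46, camera adjusted p = 0.00210), CACNA (-0.49), HTR (-0.49), KRT (-0.54) and CYP (-0.39) were called lower too. PAG held mostly dim genes, and dim genes as a whole read lower on infected arrays. The collagen group was not compared with lists matched on signal. The extracellular matrix list, of mean signal 9.45, had a median of -0.39, below the lower bound of its matched lists, -0.079. Its call, however, ended without some single arrays. The estimated correlation among its genes was 0.54, which the random lists were not drawn to match.

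On infected replicate 5, SLC6A14 read 7.29 against 10.69 ± 0.53 (SD, n = 4) on the other infected arrays, PTX3 8.86 against 11.81 ± 0.82, and BRB 11.50 against 7.05 ± 0.74. Infected replicate 1 read lower than the mean of infected replicates 2 to 4 for ISG15, by 9.23 against 11.66, and for DEFB4A, by 9.02 against 11.14.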
